A study of Adineta vaga with 5 samples. Its data were reported in "Bacterial N4-methylcytosine as an epigenetic mark in eukaryotic DNA" (2022).

How the data were processed

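RNA was extracted with Trizol from whole animals and enriched for poly(A) transcripts. Groups were assigned from the strain given in the labels: Av-ref (strain MBL, 3 libraries) and AvL1 (strain L1, 2 libraries). According to the methods of the study, Av-ref libraries were biological replicates sequenced as single-end reads, and AvL1 reads were paired-end reads from 2 lanes of a single RNA. Adapters were trimmed with Cutadapt 1.9.2 and reads were aligned with TopHat 2.1.1 to the assembly of each strain with a short maximum intron length. The authors counted reads per gene model with HTSeq-count at default settings and deposited the tables as raw counts, neither normalized nor pooled. The gene models of AvL1 were predicted by the authors with BRAKER using aligned RNA-seq reads as hints, and their deposited start and end positions are 1-based coordinates on AvL1 contigs. The tables held 0 special rows for unassigned reads, and 0 sample columns were left unmapped.

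Library totals were 2173855, 6777387 and 9698447 counts for Av-ref replicates 1, 2 and 3 and 16233644 and 15981739 for AvL1 replicates 1 and 2, so that a count of 0 allows up to 1.38, 0.443, 0.309, 0.185 and 0.188 CPM respectively (3 counts). Intervals of shares are 95% Wilson intervals over genes or models, which treat these as independent and leave out the counting error of reads. The deposited counts were divided by the library total to give CPM. For AvL1, RPKM was computed from the exonic length of each transcript model, the union of its coding and untranslated segments; a model with a single exonic block was called intronless. The exon features of the deposited models cover coding sequence only, so that default counting may have been restricted to coding bases, and coding length was therefore an alternative. No gene of the Av-ref set (0 identifiers) matched the reference gene table, which belongs to another assembly, so that neither names nor lengths from it were used and RPKM was not computed for Av-ref. AvL1 has 336 transcript models beyond the first of a locus, and these share reads with their siblings.

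Gene lists were fixed before the data were examined: 929 Av-ref homologs of AvL1 genes with 6mA upstream of the transcription start, with 18 functional terms; 47 chromatin genes, of which 32 have a row in the table; and 13 AvL1 contigs with bacterial segments. The chromatin list held the s23 copy of N4CMT, and the s179 copy was added after its values were seen. The genes named were also set by rule: N4CMT, each listed chromatin gene with a row, the 2 highest genes of the 6mA-homolog list, the highest member of each function group that passed, the 2 highest genes in Av-ref by CPM and the 2 highest in AvL1 by RPKM.

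Agreement of libraries was tested by chi-square over models with a summed count of at least 10. Replicate spread was the common dispersion of edgeR 4.0.16 (R 4.3.3) after filterByExpr and TMM scaling. Gene sets were compared on log2(CPM + 0.5) in Av-ref, averaged over libraries, and on log2(RPKM + 0.1) of the mean of both AvL1 libraries, which understates differences between low genes. These comparisons used two-sided permutation tests with 100000 resamples over genes (over contigs for the contigs with bacterial segments) in Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1 and numba 0.67.0. Function groups of at least 10 members were tested with Benjamini-Hochberg adjustment over 17 contrasts. Allelic pairs were tested with glmQLFit and glmQLFTest of edgeR on a matrix of 8 pairs, with library totals as library sizes and the library as a block, because both alleles are read in the same library. Only pairs whose predicted proteins start alike entered the test, since the other 5 with both copies in the table have different gene models. The SE given for an edgeR log2 fold change is its absolute value divided by the square root of the F statistic of the test. The replicate numbers of the 2 strains are shared, but no comparison was tested between strains. With the library as a block, p-values of the allelic test rest on how the ratio of the copies varies over the 3 Av-ref libraries. P-values over genes treat genes as independent.

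The alternatives were other pseudocounts, filters on low counts, medians, TMM scaling, DESeq2 1.42.0, a model with no block, other dispersions, coding length, CPM in place of RPKM, and leaving out each replicate in turn. The permutation test of means, the chi-square, the allelic test and the spread estimate were tested on simulated data; the Fisher, median, contig and neighbour procedures were not. With pairs simulated at a coefficient of variation of 0.4 and run 8 at a time, the allelic test called 51% of pairs changed 4-fold and 1.43% of unchanged pairs, so that an allelic difference of this size can be missed. The edgeR spread estimate returned 0.473 for a simulated 0.5 over 26674 genes. Histone and DNA modification data of the study were not used here, and the AvL1 6mA gene list, read only in part, was not tested.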

Results

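Transcript levels were measured by RNA-seq of poly(A)-selected RNA from whole animals of the bdelloid rotifer Adineta vaga, a microscopic freshwater invertebrate with a degenerate tetraploid genome in which many genes are present as allelic pairs. The 5 libraries came from 2 strains. Av-ref, the strain of the reference genome, had 3 libraries, and AvL1, a natural isolate, had 2. The Av-ref libraries held 2173855, 6777387 and 9698447 counts in replicates 1, 2 and 3 over 49300 gene models, and the AvL1 libraries held 16233644 and 15981739 counts over 74569 transcript models. In Av-ref, 43797 models (88.8%) had a read in at least 1 library, and in AvL1 66337 models (89.0%) did. A single read was worth 0.460 CPM (counts scaled to a common library total) in Av-ref replicate 1 and 0.103 CPM in replicate 3, so that replicate 1 gave the weakest information on rare transcripts.

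The first question was how closely the libraries of each strain resembled each other. The AvL1 libraries had a rank correlation of 0.974 across models, and the Av-ref pairs had 0.934 (replicates 1 and 2), 0.912 (2 and 3) and 0.866 (1 and 3). Models are not independent replicates, so these values describe the libraries only. Between the AvL1 libraries the chi-square over 55243 models with a summed count of at least 10 was 3.08 per degree of freedom. Sampling alone gives a value of 1. The Av-ref pairs reached 12.3 (replicates 1 and 2), 30.5 (1 and 3) and 37.98 (2 and 3). The methods of the study describe the AvL1 libraries as technical replicates of a single RNA, and they were treated here as a single sample of animals. The common biological coefficient of variation estimated by edgeR was 0.396 in Av-ref (26190 genes). The same estimate was 0.116 in AvL1 (47113 models), where it describes libraries reported as technical and is no measure of biological variation. Without Av-ref replicate 3 the estimate was 0.304. In that library 2325 genes with at least 2 CPM were at least 4-fold above both other libraries (0.5 added to each CPM), against 163 genes for replicate 1 and 26 for replicate 2. With TMM scaling the numbers were 2078, 196 and 34. The Av-ref transcript with the highest mean, GSADVT00061974001, followed the same split, with 1332.2, 3716 and 24981 CPM in replicates 1, 2 and 3. Its mean was 10010 CPM, and 2524 CPM without replicate 3. The next, GSADVT00021414001, had 6085 CPM ± 2480 (SD, n = 3) and was the highest in replicates 1 and 2, so that without replicate 3 it ranked above with 7154 CPM.

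The study asked whether genes that carry N6-methyladenine (6mA), a DNA base modification, differ in transcript level from genes that do not. The list examined here holds the 929 Av-ref genes that are homologs of AvL1 genes with 6mA upstream of the transcription start. The study reported RPKM above the average for these homologs, so that the comparison repeats one of its own, in CPM. These genes had higher CPM than the other 48371 Av-ref genes. The other genes were all remaining gene models: those with 6mA of their own and those derived from transposons were not removed. The mean log2(CPM + 0.5) was 2.84 in the list and 2.02 in the other genes, a 1.76-fold difference, and the difference was positive in 3 of 3 libraries (0.82 ± 0.06 on the log2 scale, SD, n = 3; two-sided permutation test over genes, p = 1e-05, the smallest that 100000 permutations can give). The median level of list genes was 5.98, 6.34 and 8.66 CPM in replicates 1, 2 and 3, against 2.76, 3.10 and 4.85 CPM for the other genes. A mean of at least 1 CPM was reached by 84.1% of list genes (95% Wilson interval 81.6 to 86.3%) and by 67.9% of the others (67.5 to 68.3%; Fisher's exact test, two-sided, p = 1.44e-28). The highest list genes were GSADVT00052334001 with 852.3 CPM ± 198.2 and GSADVT00005468001 with 842.8 CPM ± 431.8 (SD, n = 3). Among the 841 list genes and 35688 other genes with a summed count of at least 10, a filter that selects on the level itself, the difference was 0.20 (permutation p = 0.00415). The list was chosen on DNA methylation in the other strain and on homology to its genes, which was not required of the other genes. The parts of methylation and of homology in the difference were not separated. CPM reflects transcript length as well as abundance, and lengths were not used for Av-ref. Genes served as the units of the test, and they are not independent replicates.

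Within the 929 genes, CPM differed by molecular function. Gene lengths were not used for Av-ref, so that these contrasts reflect transcript length as well as abundance. Of 17 contrasts tested over the 681 annotated list genes and the 248 unannotated ones, 5 passed after Benjamini-Hochberg adjustment, 1 higher and 4 lower. GTPases, switch proteins of signalling and vesicle traffic, were 2.87-fold higher than the other annotated list genes (15 genes, log2 difference 1.52, adjusted permutation p = 0.0257), and 12 of the 15 lay above the list median. Their highest member, GSADVT00004504001, had 296.3 CPM ± 115.9 (SD, n = 3). Among list genes with a summed count of at least 10 the GTPase difference was 1.13 and did not pass (adjusted permutation p = 0.0655). G protein-coupled receptors, which carry signals across the cell membrane, were the lowest tested group (14 genes, log2 difference -1.76, adjusted permutation p = 0.0256). Ion channels (27 genes, -1.27, adjusted permutation p = 0.0256), protein kinases (36 genes, -1.03, adjusted permutation p = 0.0257) and signal transducers (39 genes, -0.97, adjusted permutation p = 0.0257) were lower as well. Their highest members had between 19.03 CPM ± 1.35 (GSADVT00000285001, a receptor) and 38.8 CPM ± 8.54 (GSADVT00003667001, a signal transducer; SD, n = 3), with GSADVT00012987001 of the ion channels at 29.3 CPM ± 7.41 and GSADVT00013023001 of the kinases at 32.7 CPM ± 3.20 (SD, n = 3). These groups overlap: all 14 receptors, 7 of the 27 ion channels and 9 of the 36 kinases also belong to the 39 signal transducers. The 4 lower contrasts are therefore not independent of each other. The sign of each of these 5 differences was the same in 3 of 3 libraries. RNA-binding proteins had a difference of 0.72 (54 genes) that did not pass (adjusted permutation p = 0.0578), and DNA-binding transcription factors had -0.80 (22 genes, adjusted permutation p = 0.173). Among list genes with a summed count of at least 10 both passed, with 0.997 for RNA-binding proteins (adjusted permutation p = 0.00722) and -1.21 for transcription factors (adjusted permutation p = 0.0152). RNA-binding proteins also passed with a pseudocount of 1 (0.71, adjusted permutation p = 0.0304) and without replicate 2 (0.80, adjusted permutation p = 0.0234). DNA repair genes (12 genes, -0.35), proteolysis genes (28 genes, -0.14) and enzymes as a class (309 genes, -0.05) did not differ detectably (adjusted permutation p from 0.774 to 0.787). The 5 structural genes of the ribosome, too few for the test, had a mean log2 level of 7.85 against 2.82. With a pseudocount of 0.1 none of the 5 groups passed (adjusted p from 0.0513 to 0.0686), although 5 contrasts had an unadjusted permutation p below 0.05. The differences were then larger in size in the same directions, with 1.74 for GTPases, -2.09 for receptors, -1.37 for ion channels, -1.16 for kinases and -1.02 for signal transducers.

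**Figure D1:**
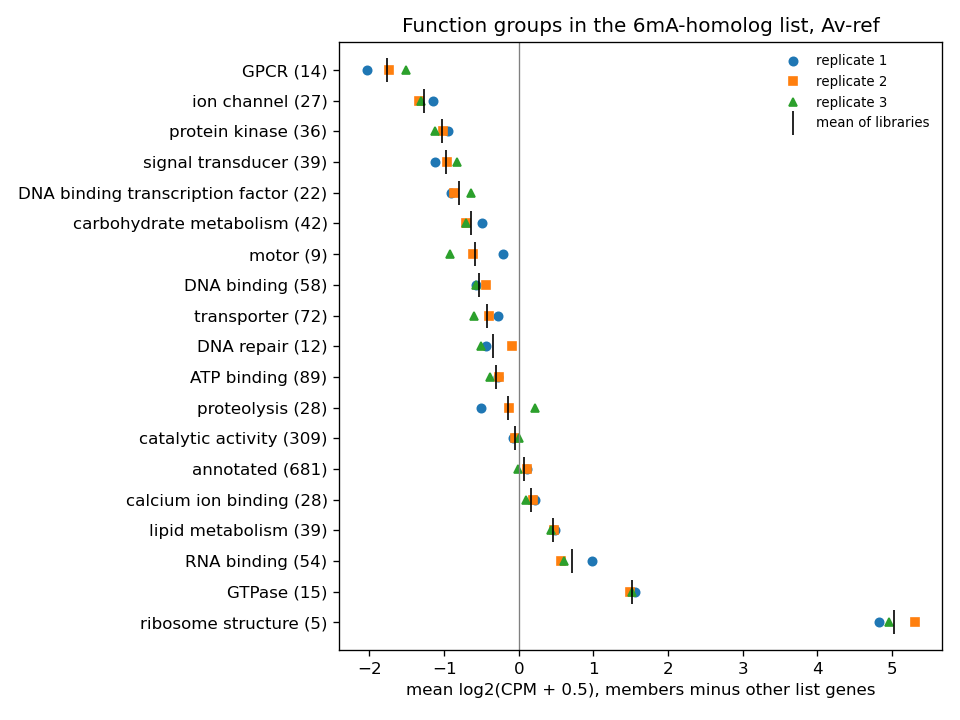
Difference in mean log2(CPM + 0.5) between the members of each function group and the other list genes in Av-ref, with the number of members in brackets (the row "annotated" sets annotated against unannotated list genes); symbols are the 3 libraries and vertical ticks their mean. GTPases lie 1.52 above and G protein-coupled receptors 1.76 below the other list genes on average; the 5 ribosomal genes lie farthest to the right.

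N4CMT, a methyltransferase of bacterial origin to which the study attributes N4-methylcytosine in this animal, was transcribed at a low level in Av-ref. The s23 copy had 0, 15 and 33 counts in replicates 1, 2 and 3, or 1.87 CPM ± 1.73 (SD, n = 3), and 1.11 CPM without replicate 3. The s179 copy, which the study also names as an allele and which was added here after its values were seen, had 0, 0 and 4 counts, or 0.412 CPM in replicate 3. The absence of s23 reads in replicate 1 allows up to 1.38 CPM (3 counts), against 2.21 CPM in replicate 2 and 3.40 CPM in replicate 3. Those values have counting error of their own, and the order of the replicates was not tested. The proteins of the copies are near-identical, so that reads common to both may have been left uncounted. Floors cover the counting error of independent reads only, and reads amplified by PCR are not independent molecules.

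The study also asked whether each of its variants of SETDB1, a histone H3 methyltransferase of heterochromatin, is transcribed. All 12 SETDB1 genes that could be matched to the gene set had reads in 3 of 3 libraries, and together they accounted for 86.7 CPM ± 24.5 (SD, n = 3). Variants 7, 4 and 6 took the largest parts of these reads, with 25.7% ± 6.69, 24.0% ± 3.18 and 21.2% ± 7.28 (SD, n = 3). Variant 1 held 10.9% ± 2.01, variant 5 held 9.19% ± 4.32 with 1 of its genes counted, variant 2 held 7.16% ± 1.31 and variant 3, also with 1 gene counted, held 1.77% ± 1.57 (SD, n = 3). The differences among variants 4, 6 and 7 were smaller than the spread between replicates. Gene lengths were not used for Av-ref, so that shares reflect length as well as abundance. The highest single gene was the s90 copy of variant 4 with 17.8 CPM ± 4.16, followed by the s8 copy of variant 7 with 14.3 CPM ± 4.53. The lowest were the s283b copy of variant 2 with 1.44 CPM ± 1.47 and the s1054_s283a copy of variant 3 with 1.57 CPM ± 1.70 (SD, n = 3), each with 2 counts in replicates 1 and 2 and 0.608 CPM without replicate 3.

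The 6 matched genes of the EZH/E(z) class, the catalytic subunit of Polycomb repressive complexes, summed to 36.8 CPM ± 9.32, from 0.481 CPM ± 0.833 for the s13 copy, which had 14 counts in replicate 3 and none in the other libraries, to 11.9 CPM ± 2.40 for the s64 copy (SD, n = 3). The 4 genes of BAZ2A, a subunit of a nucleolar chromatin remodelling complex, summed to 29.3 CPM ± 11.4, with 16.01 CPM ± 7.16 for s413, 10.2 CPM ± 5.23 for s245, 2.25 CPM ± 1.79 for s8 and 0.819 CPM ± 0.623 for s76 (SD, n = 3). BAZ2A s8 had 1.37 CPM without replicate 3, and s76 had 0.538 CPM without replicate 1. The 4 MLL/Trx genes, which belong to the Trithorax group of activating methyltransferases, summed to 25.9 CPM ± 11.6 and ranged from 3.31 CPM ± 0.482 for s449 to 8.48 CPM ± 6.75 for s140 (SD, n = 3), which had 4.66 CPM without replicate 1, below s106 at 5.93 CPM. ASH1 genes summed to 13.6 CPM ± 2.78 and SETD2 genes to 15.7 CPM ± 5.99, and the counted gene of the class named SETD8/SET1-like had 2.36 CPM ± 1.81 (SD, n = 3). Of the 47 listed genes 32 had a row in the count table, and 30 of these had reads in every library; the exceptions were the s23 copy of N4CMT and the s13 copy of EZH/E(z). Leaving out replicate 3 lowered 9 of the 32 levels by more than 1.5 times, leaving out replicate 1 lowered 2 and leaving out replicate 2 lowered 1.

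The copies of an allelic pair did not always have similar counts. Of the 8 pairs tested, 4 differed by edgeR's quasi-likelihood test with the library as a block (Benjamini-Hochberg adjusted p below 0.05), and the remaining 4 did not pass. In SETD2 the s228 copy (14.5 CPM ± 5.29) exceeded the s458 copy (1.17 CPM ± 0.701; SD, n = 3) by a log2 fold change of 3.72 (SE 0.43, edgeR adjusted p = 0.00023). In SETDB1 variant 4 the s95 copy (2.66 CPM ± 2.56) lay below s90 (log2 fold change -2.81, SE 0.62, edgeR adjusted p = 0.00543). In ASH1 the s335 copy (2.26 CPM ± 1.30) lay below s450 (11.4 CPM ± 2.01; log2 fold change -2.25, SE 0.43, edgeR adjusted p = 0.00363). In EZH/E(z) pair 1 the s41 copy (9.39 CPM ± 2.55) exceeded s184 (3.07 CPM ± 2.69; log2 fold change 1.68, SE 0.54, edgeR adjusted p = 0.0289). Each of these 4 differences had the same sign in 3 of 3 libraries. SETD2 passed in every alternative run (highest edgeR adjusted p = 0.0301). EZH/E(z) pair 1 did not pass without replicate 1 (edgeR adjusted p = 0.223) or 2 (0.399), or when all 13 pairs with both copies in the table were tested (edgeR adjusted p = 0.0842). Its log2 fold change was 2.54 without replicate 3, where s184 had 1.57 CPM. SETDB1 variant 4 had a log2 fold change of -3.67 without replicate 3, where s95 had 1.26 CPM. It did not pass without replicate 1 (edgeR adjusted p = 0.130) or 2 (0.0721), nor did ASH1 without replicate 2 (0.138). SETDB1 variants 1 and 6 had log2 fold changes of 0.31 (SE 0.47) and 0.17 (SE 0.42), and variants 2 and 7 had 1.99 (SE 0.99, edgeR adjusted p = 0.108) and -0.88 (SE 0.42, edgeR adjusted p = 0.107). The 5 pairs left out have different gene models, as only pairs whose predicted proteins start alike were tested. With all 13 pairs tested, 3 of these 5 passed: BAZ2A pair 1 (s413 over s8, log2 fold change 3.02, edgeR adjusted p = 0.0302), BAZ2A pair 2 (s245 over s76, 3.84, edgeR adjusted p = 0.0286) and EZH/E(z) pair 2 (s38 over s13, 4.58, edgeR adjusted p = 0.0367). The counts were small: without replicate 1 the test called 2 pairs, and without replicate 2 it called 1. Without replicate 3 it called 5, the added pair being SETDB1 variant 2 (log2 fold change 3.37, edgeR adjusted p = 0.0133), which had 1.08 without replicate 2. This pair also passed with DESeq2 under the same block (log2 fold change 2.05, DESeq2 adjusted p = 0.00914). Alleles are near-identical in places, so that reads common to both copies may have been left uncounted. Lengths of the gene models were not used, so that a difference in model length within a pair was not separated from a difference in abundance.

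**Figure D2:**
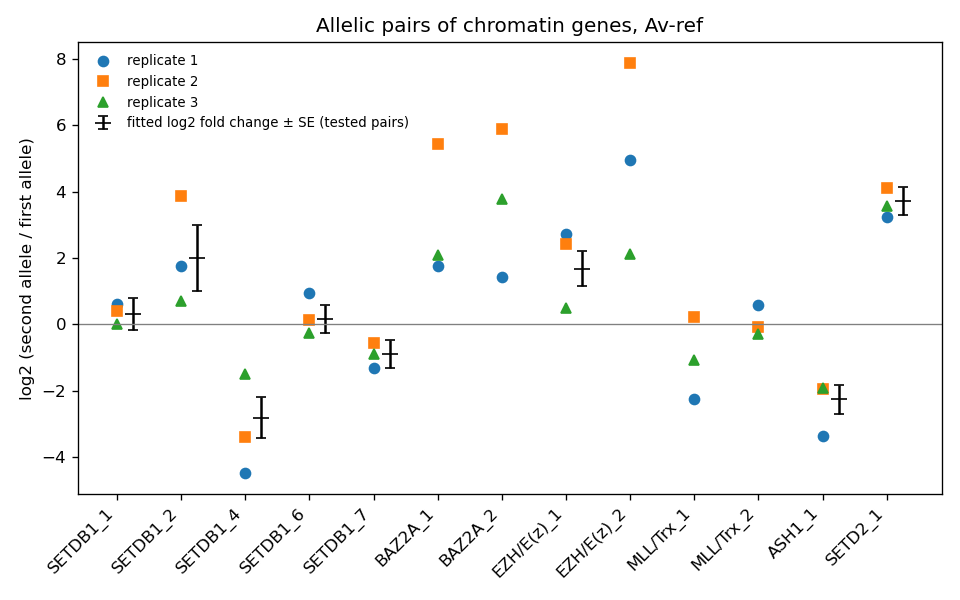
Log2 ratio of the second to the first listed allele for the 13 allelic pairs with both copies in the Av-ref count table, with 0.5 added to each count; symbols are the 3 libraries, and the black ticks with bars are the fitted log2 fold change ± SE of the 8 tested pairs. SETD2 lies at 3.72 and SETDB1 variant 4 at -2.81.

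In AvL1 the gene models also give exon structure and position. The study divided AvL1 genes at an RPKM (counts scaled by the library total and by transcript length) of 1, and by this measure 59.2% of the 74569 models were expressed in replicate 1 and 59.1% in replicate 2 (95% Wilson intervals 58.8 to 59.5% and 58.8 to 59.5%). In both libraries 41756 models reached this level. All deposited models were kept here, whereas the study went on with a filtered set. Its filters removed TE-related models, models at contig boundaries, incomplete models and short models without homology. The models with the highest RPKM were g60468.t1 on contig 233 (87956 to 88920, plus strand, 3 exons) with 4708 RPKM ± 4.24 and g14545.t1 on contig 6032 (15826 to 16809, plus strand, 3 exons) with 4119 RPKM ± 37.1 (SD over 2 technical libraries, n = 2). The model with the most counts, g8376.t1, chosen after its values were seen, spans positions 4616 to 13875 on the plus strand of contig 31523. It held 2.23% of the counts of replicate 1 and 2.21% of those of replicate 2, and only 267 of its 8333 exonic bases are coding.

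Genes without introns were transcribed at lower levels than genes with introns in AvL1. The 18428 intronless models (24.7%) had a median of 0.719 RPKM, and the 56141 intron-containing models had 2.46 RPKM. The mean log2(RPKM + 0.1) differed by -1.15, a 2.22-fold lower level (two-sided permutation test over models, p = 1e-05, the smallest possible), and an RPKM of at least 1 was reached by 45.2% and 63.98% of models. The share of expressed models was 52.3% with 2 exons, 63.8% with 4 exons and 75.5% with 8 exons, and it was no higher beyond, at 73.7% with 9 exons and 74.2% with 10 or more. Intronless models were also shorter (median exonic length 893 against 1250 bases), but the difference was present in each length class, from -0.75 below 600 bases to -1.72 at 2000 bases or more. Among models with a summed count of at least 10 the difference was -0.52, and with a pseudocount of 1 it was -0.68. The models were predicted with the help of aligned RNA-seq reads, so that structure and level were not measured independently. Models that the study filtered out, such as TE-related ones, were kept, and their part in the difference was not tested.

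**Figure D3:**
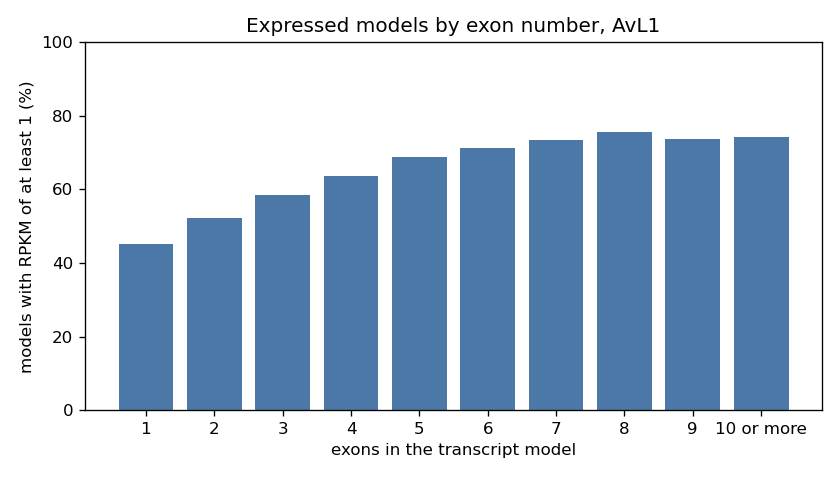
Percent of AvL1 transcript models with an RPKM of at least 1 (mean of 2 technical libraries) by the number of exons in the model, the last bar holding models with 10 or more. The share goes from 45.2% for single-exon models to 75.5% for models with 8 exons, and is 73.7% with 9 and 74.2% with 10 or more.

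Position on the contig was examined because the study removed models at contig boundaries and listed contigs that carry a bacterial segment. The 6890 models at the ends of contigs with at least 3 genes had a median of 1.02 RPKM. The 63214 other models on these contigs had 2.15 RPKM (log2 difference -0.75, two-sided permutation test over models, p = 1e-05, the smallest possible). Models at ends are a larger share of the models on short contigs, so that this contrast mixes position with contig size. Restricted to contigs with 20 or more genes, an alternative chosen after seeing the data, the difference was -0.43 (medians of 1.91 and 2.50 RPKM). Among models with a summed count of at least 10, on contigs with at least 3 genes, the difference was -0.28. Models that the study filtered out, among them incomplete ones, were kept in both groups. By contrast, the 234 models on 13 contigs listed as carrying a bacterial segment did not differ detectably from other models. Their mean log2(RPKM + 0.1) was 0.78 against 0.82 (two-sided permutation test over random sets of 13 contigs, p = 0.956), and 137 of them (58.5%) reached an RPKM of 1. The contigs were heterogeneous: contig 1944 had 65 of 89 models expressed and contig 17250 had 15 of 20, while contig 1579 had 2 of 11. The list used here holds more contigs than the number given in the text of the study. The test was made over whole contigs and does not separate bacterial from rotifer genes.

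The strains were compared only as descriptions of their libraries, because gene models, kits, sequencers and read layouts all differ with the strain. At a common depth of 2173855 counts, 72.8% and 72.6% of AvL1 models had a read, against 75.5%, 71.8% and 77.9% of Av-ref models in replicates 1, 2 and 3. The first 50% of all counts was held by 2.62% and 2.61% of AvL1 models and by 2.15%, 2.58% and 3.41% of Av-ref models. The 100 highest models took 14.6% of the counts in each AvL1 library and 17.3%, 16.8% and 15.5% in the Av-ref libraries. The AvL1 values lay within the range of the Av-ref libraries for the first 2 measures and below it for the last.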

Values the study reported

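The study reported 74,569 AvL1 gene models from 74,233 loci in the initial prediction and 65,934 after filtering. For Av-ref genes with a 6mA peak in or near them, TE-derived genes removed, it reported higher RPKM than for genes without (t-test p 2.2E−16). That set is not the homolog list examined here, for which the study separately reported expression above the average. For TE-related genes it reported lower RPKM with 4mC than without (t-test p 6.8E−8). It counted 12 contigs in which a bacterial stretch was joined to rotifer sequence.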

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

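The restriction to contigs with 20 or more genes, the scaling and left-out replicates for the named genes outside the chromatin list, the s179 copy of N4CMT, the TMM scaling and thinning of the genes 4-fold above both other libraries and the count of levels that moved by more than 1.5 times were chosen after seeing the data; all other alternatives were set before. GSADVT00061974001 went from 10010 to 2524 CPM without replicate 3. The 6mA-homolog list, intronless models and contig ends kept their direction and stayed past the threshold in every alternative run, with ranges of 0.20 to 1.14, -1.57 to -0.52 and -1.02 to -0.28 on the log2 scale, and the contigs with bacterial segments never passed (-0.17 to -0.01). The gap in the share of list genes with at least 1 CPM went from 16.1 to 0.832 percentage points when only genes with a summed count of at least 10 were kept (Fisher's exact test, p = 0.402), a filter that removes most genes below 1 CPM by construction. The number of function groups passing was 5, and 0 with a pseudocount of 0.1 (5 at an unadjusted permutation p below 0.05), where the 5 differences were larger in size; the cause was not tested. It was 6 with a pseudocount of 1, which added RNA-binding proteins, and 6 with the count filter, which dropped GTPases (adjusted p = 0.0655) and added RNA-binding proteins and transcription factors; it was 5 to 6 without a replicate. The proteolysis difference, never past the threshold, ranged from -0.319 to 0.0409 when a replicate was left out, the positive value being without replicate 1.

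The allelic test called 4 pairs with the library block and 4 with no replicate block. It called 5 with DESeq2, which added SETDB1 variant 2, and 1 to 5 when a replicate was left out, where fewer libraries leave little to estimate the spread from; SETDB1 variant 6, never past the threshold, ranged from -0.0597 (without replicate 1) to 0.320. Over all 13 listed pairs 6 passed, among them both BAZ2A pairs and EZH/E(z) pair 2, and EZH/E(z) pair 1 did not (edgeR adjusted p = 0.0842). No paired fit was run between strains, whose genes were not matched here. The spread estimate in Av-ref was 0.548 with no filter on low counts and 0.304 to 0.462 without a replicate. Expressed AvL1 models made up 67.4% at an RPKM of 0.5, 48.8% at an RPKM of 2 and 60.9% with coding length, as other thresholds and lengths imply. The mean share of models with a read was 2.34 percentage points lower in AvL1 than in Av-ref at the common depth (a difference of -2.34) and 5.38 higher without thinning, because the AvL1 libraries are deeper. RPKM for Av-ref was not run, for want of matched gene lengths.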

Other observations

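The chi-square between libraries, the thinned count, the test of genes 20 positions apart and the allele label swaps were set before their results were seen; the other tests in this part, and the bound against which the chi-square was read, were chosen after.

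Neighbouring AvL1 genes had similar transcript levels. Across 67117 pairs of adjacent genes the Spearman correlation of log2(RPKM + 0.1) was 0.331, with a shuffled 97.5th percentile of 0.0072. It was highest for neighbours on the same strand (0.401, 39674 pairs), intermediate for divergent neighbours (0.277, 13626 pairs) and lowest for convergent neighbours (0.180, 13817 pairs). A single transcript split into several models could raise the value for neighbours on the same strand, but divergent neighbours at least 2000 bases apart still had 0.213 (shuffled 97.5th percentile 0.0357), which argues against it as the whole cause. Genes 20 positions apart on a contig had 0.108, against 0.213 for all neighbours at least 2000 bases apart, so that levels that differ between whole contigs may account for part of the similarity and cannot be told apart from a local effect; genes are not independent replicates and no biological explanation was tested.

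The 46 list genes (4.95%) among the 2325 genes high in Av-ref replicate 3 were not detectably different in share from the 4.71% of other genes (Fisher's exact test, p = 0.696). Of 16 function groups examined in this set, proteolysis genes had the lowest p (5 of 28 members against 29 of the other annotated list genes), which did not pass adjustment (Fisher's exact test, p = 0.0103, adjusted p = 0.164). In 6 of the 13 allelic pairs the gap between copies was smallest in replicate 3, and the median absolute log2 ratio was 1.77, 2.43 and 1.06 in replicates 1, 2 and 3.

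The excess of genes in Av-ref replicate 3 was one-sided, with 2325 genes at least 4-fold above both other libraries and 52 at least 4-fold below. Depth did not account for it: with all libraries thinned to 2173855 counts the number was 2355, against 180 and 49 for replicates 1 and 2. Even carry-over of genomic DNA would lift rarely read genes too. Of 7596 genes with 1 to 5 reads in the other libraries, 86.0% lay below 2.89 CPM in replicate 3, the 10th percentile of the excess. But 837 of the 1060 genes at or above it belong to the set, so that this share largely restates the size of the set. The median of the 7596 genes in replicate 3 was 0.309 CPM, against a median excess of 8.01 CPM in the set. Of 8456 genes with no read in the other libraries, 65.1% had none in replicate 3 either. For these genes the values argue against an even carry-over as large as the excess. Carry-over that differs between genes was not tested. Gain or loss of stretches of neighbouring genes would make members adjacent, and 110 adjacent rows were both in the set against 109.6 after shuffling; gene positions were not used here, but row order followed the scaffold number of 32 listed genes with 0 steps to a lower number, and levels in adjacent rows had a Spearman correlation of 0.249 (shuffled 97.5th percentile 0.00879), against 0.00447 for rows 1000 apart. What remains open is an uneven carry-over of genomic DNA or a difference between cultures or library preparations, for which the labels give no group.

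The AvL1 libraries differed by more than a random division of independent reads between lanes would give. Independent reads of a single library that divide at random between lanes give a chi-square per degree of freedom near 1, and the value was 3.08. Separate samples of animals would make this ratio grow with the count, as it did 18.1-fold or more from the 20% of models with the fewest counts to the 20% with the most in the Av-ref pairs, but in AvL1 the same ratio was 0.965. Counting both mates of each pair would give even counts, and 49.8% of counts between 20 and 200 were even. Duplicates made separately in each library or lane are a candidate explanation that was not tested, so that lanes of 1 library are not excluded.

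For the allelic pairs, 1 of the 4 possible label swaps within libraries, the real one, gave 4 called pairs and the highest of the others gave 0; 4 splits are too few for a share under 0.05.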
